A study of Mus musculus with 6 samples. Its data were reported in "Epigenetic regulation of nuclear lamina-associated heterochromatin by HAT1 and the acetylation of newly synthesized histones" (2021).

How the data were processed

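RNA of primary mouse embryonic fibroblasts (pMEFs, connective-tissue cells grown from embryos) was sequenced in 6 lines, 3 carrying the intact Hat1 gene (HAT1 WT, lines 36, 47 and 78) and 3 labelled as knocked out for it (HAT1 KO, lines 33, 41 and 72). HAT1 is the enzyme that acetylates newly made histone H4 before it is assembled into chromatin. The grouping was taken from the genotype in the sample labels, and each line counted as 1 replicate. The labels also gave a sequencing lane for each library, which was 8 for WT line 36, 6 for WT line 47, 7 for WT line 78, 6 for KO line 33, 7 for KO line 41 and 6 for KO line 72.

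The authors deposited a single table with raw read counts per gene for the 6 libraries, with no normalization. Beside the counts, the deposited table held the authors' own comparison of the genotypes, with a log2 fold change and a log2 mean CPM for each gene. It also held an F score, an unadjusted p-value and a q-value for each gene, as computed by the authors. These columns are those of a quasi-likelihood fit in edgeR, but the authors' software, aligner, counter, genome build and use of strand were not named for the RNA-seq, for which the study refers to the methods of an earlier article. Every one of the 17512 genes had a total of at least 3 counts over the libraries. Among counts from 1 to 10, 75.1% were even, against 55.0% among counts from 101 to 1000, so a read pair may have entered the low counts as 2 reads. No 2 libraries held identical values, and 0 columns of sample values were left without a sample.

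Genes were matched by Ensembl identifier to GENCODE M21 on the GRCm38 assembly, and all 17512 had an entry. Positions given here are those of that annotation, since the build behind the counts was not stated. In 24 rows the symbol had been turned into a date and was restored from the identifier, and 25 rows with a repeated symbol were kept apart by identifier. Strand use was not stated, so genes that overlap a neighbour, and members of families with near-identical copies, carry uncertain counts.

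The counts as deposited were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default settings, which left 14773 genes. Libraries were scaled by the trimmed mean of M-values (TMM), and a quasi-likelihood model with genotype alone was fitted with glmQLFit and glmQLFTest. All tests were two-sided. P-values were adjusted over the tested genes by the method of Benjamini and Hochberg, with a threshold of 0.05. A second count used the thresholds of the study, a change of at least 1.5-fold with an unadjusted p-value under 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of F and is approximate. Expression values are TMM-scaled CPM, that is counts relative to the scaled library size, given as mean ± SD over 3 lines. With 3 lines against 3, the exact permutation test of a single gene cannot give a p-value under 0.1.

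The comparison lists of genes were a nuclear lamina list, a list for H3K9 methylation and heterochromatin, and a list for the acetylation and deposition of new histones without Hat1. They were tested with fry from limma 3.58.1 for a shift in one direction and for changes in either direction, with adjustment over the 3 lists. Fry asks whether the genes of a list change and does not compare them with the other genes. A list can therefore pass where many genes in the data change. A further 11 lists, for sex, proliferation, senescence, interferon response, cell types and positional identity, served as checks. All of these lists, the groups, the tests, the alternatives and the rule for named genes were fixed before the data were examined. A wider list of 95 myeloid genes and the set of replication-dependent histone genes were drawn up afterwards. The wider list was adjusted together with the check lists, as a family of 12. The named genes were Hat1, members of the lists, and the 5 lower and 5 higher genes with the smallest p-values among those with an unadjusted p-value under 0.05, a change of at least 1.5-fold and no overlap between the lines of the 2 genotypes. One of the 5 lower genes is not reported here.

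The test was run on simulated counts drawn from the means and library sizes of these samples, with 200 of 14556 tested genes changed. The edgeR test recovered 73% of the changed genes, and 9.32% of its calls were false. DESeq2 1.42.0 recovered 88%, and 29.0% of its calls were false. Voom with sample quality weights recovered 73%, and 7.01% of its calls were false. These shares come from 1 draw in which every changed gene moved by at least 2-fold. They need not hold for smaller or more numerous changes. Of 20 simulated lists shifted by 0.5 on the log2 scale, 20 passed, and 1 of 20 unchanged lists passed. Each held 15 genes with a mean above 20 CPM, simulated independently, and in a shifted list all moved alike. The result does not show how the test performs for smaller or mixed shifts, or for genes that vary together.

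Total counts lay between 67720628 and 98786746 per library. At this depth counting error matters mainly for genes with few counts, and for the others the variation between lines, with a common dispersion of 0.0747, sets the precision. The alternatives tried were DESeq2 size factors, the DESeq2 Wald test, scaling by library size alone, no filter and a filter at a mean of 50 counts, and voom with sample quality weights. Others left out each line in turn, added the lane or the leading digit of the line number as a block to the model, left out X and Y genes, or used 2-fold or an unadjusted p-value under 0.01. Domains of chromatin accessibility, histone marks and reads within exons of Hat1 were not analysed here.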

Results

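RNA-seq was carried out on 6 lines of primary mouse embryonic fibroblasts, 3 HAT1 WT and 3 HAT1 KO. The HAT1 WT libraries held 76324312 counts (line 36), 79432866 (line 47) and 98786746 (line 78). The HAT1 KO libraries held 89649280 (line 33), 67720628 (line 41) and 76803151 (line 72), so the ranges of the genotypes overlapped. The 10 genes with the most counts took between 11.9% and 13.7% of each library, and Col1a1 led in every line but KO line 72, where Thbs1 did.

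The targeted gene was examined first. Hat1 lies on chromosome 2 between positions 71388958 and 71441622 of GRCm38, on the plus strand, and codes for a protein. Its normalized level was 17.4, 23.0 and 20.1 CPM in WT lines 36, 47 and 78, from 1316, 1855 and 1989 counts. In KO lines 33, 41 and 72 it was 10.2, 10.0 and 10.3 CPM, from 910, 678 and 796 counts. The means were 20.2 ± 2.80 CPM for HAT1 WT and 10.2 ± 0.146 CPM for HAT1 KO (SD, n = 3 each), so the KO level was 50.4% of the WT level. The log2 fold change was -0.99 (SE 0.12), with an adjusted p-value of 0.0376 in the edgeR test. All 3 KO lines lay below all 3 WT lines, for which the exact permutation p-value was 0.1, the smallest this design allows. Hat1 was therefore lower in each library labelled HAT1 KO, while reads assigned to it were present in all of them. With the lane in the model the log2 fold change was -1.10 and the adjusted p-value rose to 0.529. WT line 36, alone in its lane, adds nothing to that fit. A larger p-value is therefore at least partly a result of the design and does not show an effect of lane.

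**Figure D1:**
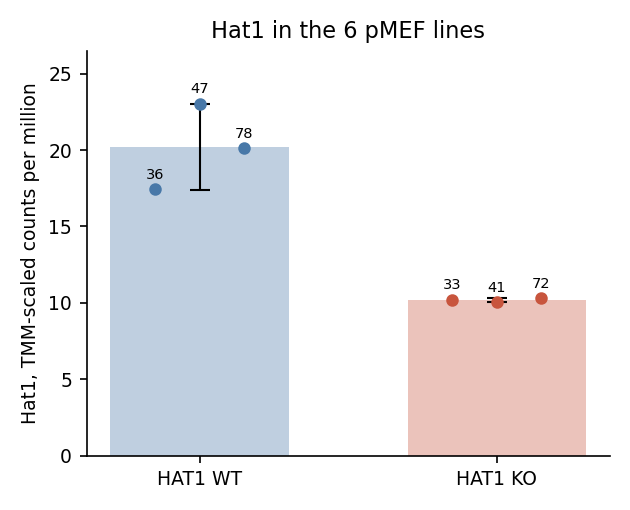
Hat1 in TMM-scaled CPM (vertical axis) in HAT1 WT and HAT1 KO pMEFs; bars are means, error bars are SD over 3 lines, and points are single lines with their numbers. The KO lines sit between 10.0 and 10.3 and the WT lines between 17.4 and 23.0.

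The similarity of the lines was compared on log2 CPM over the tested genes, which describes the libraries and is not a test. Pearson correlations between pairs of lines ran from 0.956 to 0.991 and Spearman correlations from 0.969 to 0.996, across genes, which are not independent replicates. The mean Pearson correlation was 0.975 for pairs of the same genotype and 0.972 for pairs of different genotype. KO line 72 stood apart. Its mean correlation with the other 5 lines was 0.958, while that of every other line was between 0.974 and 0.979. The first principal component held 44.0% of the variance and separated KO line 72 from the rest, and the second held 21.9%. On the first component KO lines 33 and 41 both lay at -10.6, close to the WT lines at -22.8 to -17.7, while KO line 72 lay at 83.9.

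**Figure D2:**
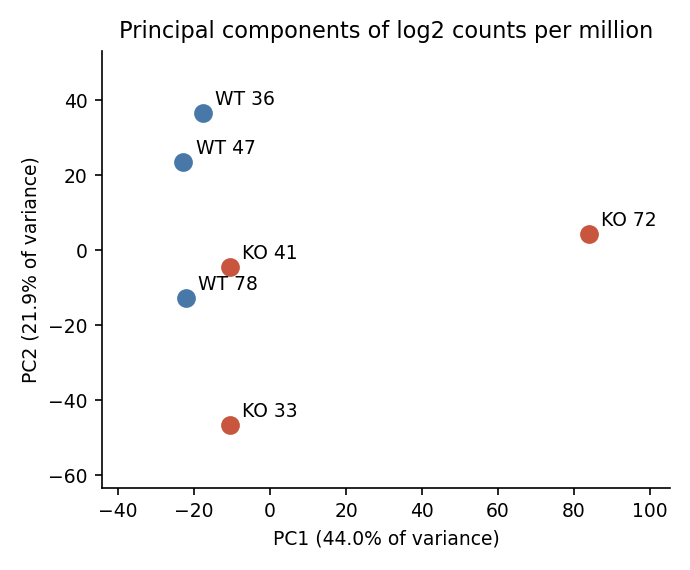
Principal components of log2 CPM of the 6 lines, with the first component on the horizontal axis (44.0% of the variance) and the second on the vertical axis (21.9%). KO line 72 lies apart on the first component, and the other 5 lines spread along the second.

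Lines differed in the expression of sex-linked genes, which bears on every comparison of the genotypes. The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty together had 13788 counts in WT line 36 and 12841 in WT line 47. They had 231 counts in WT line 78, and 6, 8 and 4 in KO lines 33, 41 and 72. The X-linked transcript Xist had 94 counts in WT line 36, 1179 in WT line 47 and 29520 in WT line 78, and 13722, 12919 and 11233 in KO lines 33, 41 and 72. High Y-linked expression was thus found in WT lines 36 and 47 and in no KO line, so genotype and sex-linked expression were not balanced. WT line 78 was the only WT line with the pattern of the KO lines, which leaves too few lines to recompute the comparison within it. Sequencing lane was not balanced either. Lane 6 held WT line 47 and KO lines 33 and 72, lane 7 held WT line 78 and KO line 41, and lane 8 held WT line 36 alone.

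The main comparison asked which transcripts differ between the lines labelled HAT1 KO and HAT1 WT, and whether the change is mainly a decrease, since the study asked if lost chromatin accessibility follows from lost transcription. Of the 14773 genes tested, 78 had an adjusted p-value under 0.05 in the edgeR test, and all 78 were lower in HAT1 KO. No gene was higher at that threshold, although 869 genes were higher at an unadjusted p-value under 0.05. The smallest adjusted p-value of a higher gene was 0.0502. At an adjusted p-value under 0.1 there were 232 genes, of which 4 were higher. In total 2164 genes had an unadjusted p-value under 0.05, where 739 would be expected by chance. The setting that moved the count most upward was the DESeq2 Wald test, with 855 genes, and it fell to 0 when either WT line 36, WT line 47 or KO line 33 was left out.

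At a change of at least 1.5-fold and an unadjusted p-value under 0.05, 682 genes were lower and 221 were higher in HAT1 KO. Lower genes made up 75.5% of these 903 genes (95% exact Clopper-Pearson interval 72.6% to 78.3%, which treats genes as independent and covers counting error only). Over all tested genes, 48.5% were lower and the median log2 fold change was 0.0085, but the scaling centres the fold changes, so a general change of all transcripts could not be seen. Values of the genotypes did not overlap for 814 of the 903 genes. The same was true of 3245 of the 14773 tested genes, where chance gives 10%. The authors' deposited table gave 709 lower and 283 higher genes at these thresholds over its 17512 genes. Its log2 fold changes had a Pearson correlation of 1.000 with those computed here, across genes. Of the 992 genes past the thresholds in the authors' deposited table, 842 were shared with the present calls and 131 had counts too low to be tested here. A q-value under 0.05 was given to 109 genes in the authors' deposited table, of which 108 were lower. The authors' p-values adjusted by the method of Benjamini and Hochberg gave 69 genes under 0.05. Their q-value is therefore a different adjustment, and the 109 genes cannot be set directly against the 78 found here.

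**Figure D3:**
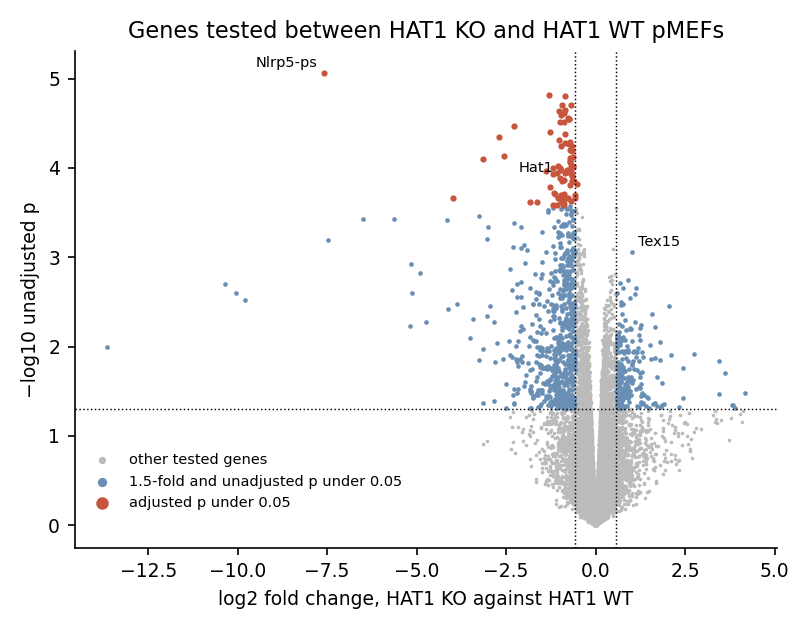
Log2 fold change of HAT1 KO against HAT1 WT (horizontal axis) and -log10 of the unadjusted p-value (vertical axis) for the 14773 tested genes; dotted lines mark 1.5-fold and an unadjusted p-value of 0.05. The 78 genes with an adjusted p-value under 0.05 all lie on the lower side, and 682 lower and 221 higher genes pass the dotted lines.

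Among the 5 lower genes with the smallest p-values were the pseudogene Nlrp5-ps and the protein-coding genes Cd53, Rin2 and Vav1. These 4 had an adjusted p-value of 0.0320 in edgeR and lower values in 3 of 3 KO lines. Nlrp5-ps, on chromosome 7 from 14530652, had 272, 305 and 335 counts in the WT lines and 2, 2 and 0 in the KO lines, which was at least 81.0-fold lower when the KO lines were set to a floor of 3 counts. As an unprocessed pseudogene it may share reads with its parent gene. Vav1, on chromosome 17 from 57279100, went from 54.2 ± 0.569 to 28.3 ± 2.56 CPM (SD, n = 3 each), a log2 fold change of -0.93 (SE 0.08). The log2 fold changes of Cd53 and Rin2 were -0.86 (SE 0.07) and -0.67 (SE 0.06). Cd53 and Vav1 are also on the wider myeloid list, so their change may lie in the number of myeloid cells in the cultures.

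The 5 higher genes with the smallest p-values were Tex15, Chtf18, Tcf19, Kcnf1 and Lrrc8e, with log2 fold changes of 1.02 (SE 0.17), 0.92 (SE 0.18), 0.69 (SE 0.14), 1.14 (SE 0.23) and 0.77 (SE 0.15). None passed the adjusted threshold, with adjusted p-values between 0.0775 and 0.113 in edgeR. Tex15 rose from 3.28 ± 0.131 to 6.65 ± 1.19 CPM and Chtf18 from 8.06 ± 1.71 to 15.2 ± 1.81 CPM (SD, n = 3 each).

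The study connects HAT1 with the nuclear lamina, the protein mesh under the nuclear envelope, so transcripts of its components were compared as a list. Of 14 genes 12 were higher in HAT1 KO, with a mean log2 fold change of 0.16. The fry test for a common direction gave a p-value of 0.0551, adjusted to 0.102 over the 3 lists, and did not pass. The test for changes in either direction had an adjusted p-value of 0.0488, and its unadjusted p-value rose from 0.0488 to 0.238 with the lane in the model. Lbr rose by 0.53 (SE 0.13) on the log2 scale and Banf1 by 0.32 (SE 0.08), each with an adjusted p-value of 0.0557 over the list. Lmna was higher by 0.28 (SE 0.11) and Lmnb1 by 0.57 (SE 0.30), and Syne1 was lower with a log2 fold change of -0.53 (SE 0.19). The study measured lamin A/C and lamin B protein and reported no effect of HAT1 loss by Western blot. It saw no marked difference by immunofluorescence either. The values here are of RNA and do not measure protein. No gene passed adjustment over the list or over all genes, and 4 had an unadjusted p-value under 0.05.

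Writers, erasers and readers of H3K9 methylation, with other heterochromatin proteins, were compared because the study measured that mark. The 20 genes had a mean log2 fold change of 0.08, with 13 higher and 7 lower, and the fry test gave an adjusted p-value of 0.523 for direction and 0.0488 for either direction, where the unadjusted p-value rose from 0.0389 to 0.369 with the lane in the model. The log2 fold changes ran from -0.24 for Atrx to 0.44 for Suv39h1. No gene passed adjustment over the list or over all genes, and 3 (Suv39h1, Cbx5 and Hells) had an unadjusted p-value under 0.05. A similar share of all tested genes, 2164 of 14773, had such a p-value. The result for either direction therefore does not set this list apart from other genes.

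The list of genes that acetylate and deposit new histones follows from the enzyme's own role. Of 14 genes 12 were higher in HAT1 KO, with a mean log2 fold change of 0.23. The fry p-value for direction was 0.0680, adjusted to 0.102, and the adjusted p-value for either direction was 0.0488. The unadjusted p-value for either direction rose from 0.0192 to 0.144 with the lane in the model. The largest log2 increases were those of Asf1b (0.61, SE 0.17), Chaf1b (0.58, SE 0.18), Hells (0.44, SE 0.17) and Chaf1a (0.44, SE 0.13). Ep300 was lower with a log2 fold change of -0.21 (SE 0.06). No gene passed adjustment over the list or over all genes, and 8 had an unadjusted p-value under 0.05. None of the 3 comparison lists was set against random lists, so their results for either direction do not show more change than elsewhere.

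**Figure D4:**
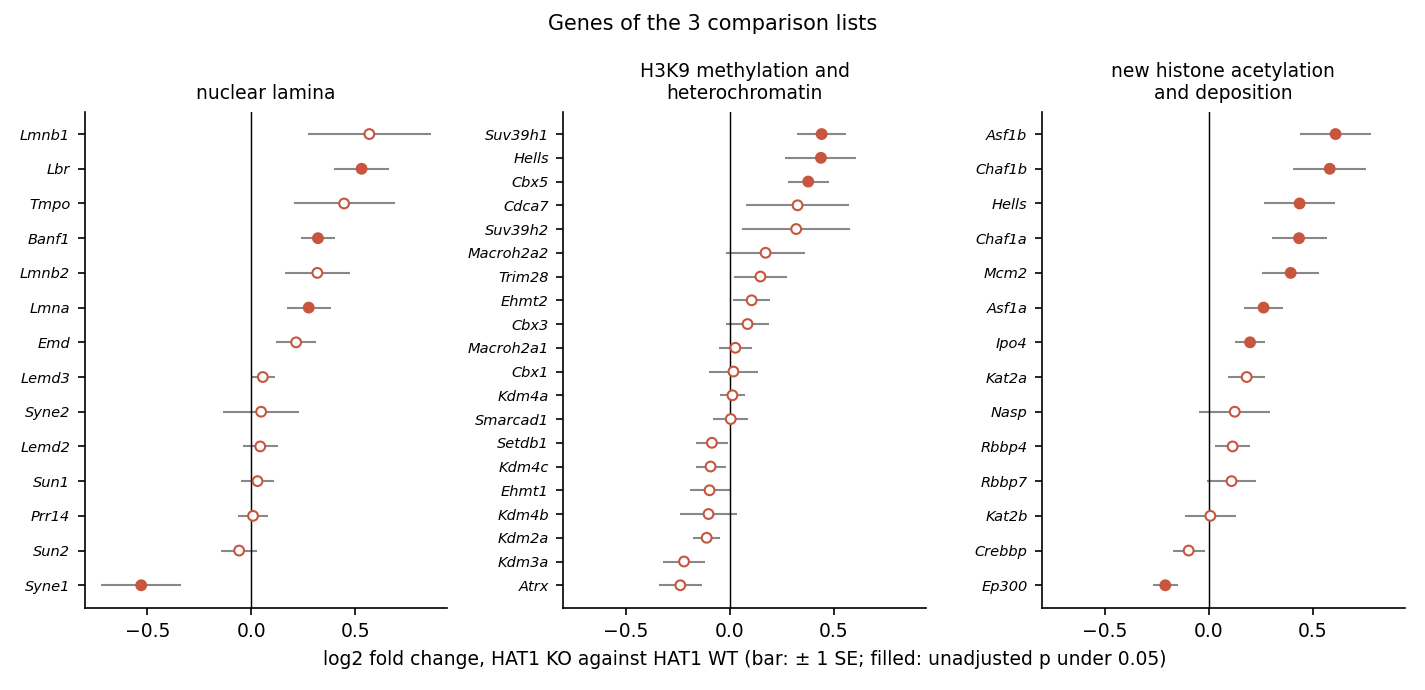
Log2 fold change of HAT1 KO against HAT1 WT (horizontal axis) with its SE for each gene of the nuclear lamina, H3K9 methylation and heterochromatin, and new histone lists; filled points have an unadjusted p-value under 0.05. The list means are 0.16, 0.08 and 0.23.

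Among the check lists, the blood list stood out. Its 6 tested genes, out of 10 listed, were all lower in HAT1 KO, with log2 fold changes between -1.01 and -0.68, and 4 of them had an adjusted p-value under 0.05 over all genes in edgeR. The fry test gave a p-value of 0.000415 for the list, adjusted to 0.00249 over 12 lists. The 6 tested endothelial genes passed the fry test for changes in either direction (adjusted p-value 0.00138) but not for a common direction (0.122), with 4 lower and 2 higher. The unadjusted p-value for either direction went from 0.000346 to 0.116 with voom and sample quality weights and to 0.0649 with the lane in the model. All 12 proliferation genes were higher, with a mean log2 fold change of 0.63, but the list did not pass after adjustment (fry p-value 0.0531, adjusted to 0.128). KO line 72 and WT line 47 overlapped in the mean of the proliferation genes. The 8 senescence genes and the 10 interferon response genes showed no shift, with adjusted fry p-values of 0.958 each.

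**Figure D5:**
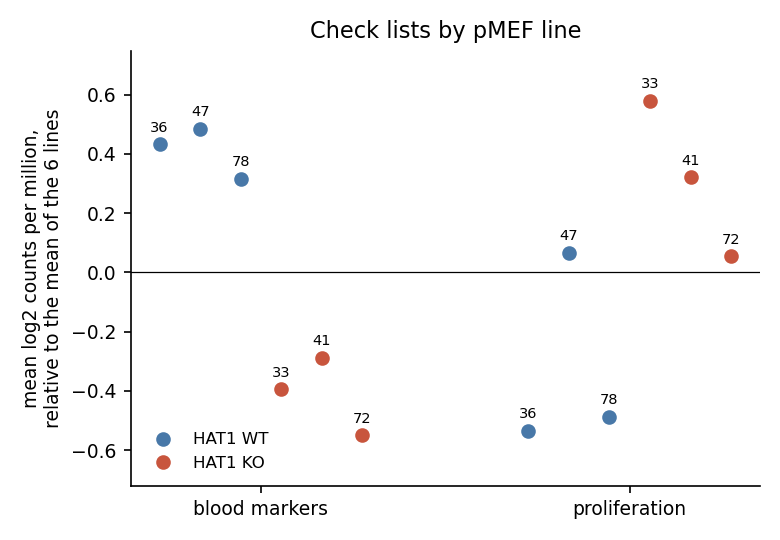
Mean log2 CPM of the blood and proliferation lists in each line, relative to the mean of the 6 lines (vertical axis); points are single lines with their numbers, by genotype. In the blood list the KO lines lie between -0.55 and -0.29 and the WT lines between 0.32 and 0.48, while in the proliferation list WT line 47 (0.07) and KO line 72 (0.05) overlap.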

Values the study reported

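In its RNA-seq comparison of HAT1-null with wild-type MEFs, the study reported 709 genes with a decrease and 283 genes with an increase of 1.5-fold or more, at a P-value below 0.05. It placed 39 of the 709 lower genes, about 5%, inside the domains whose accessibility depends on HAT1.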

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

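Hat1 and the 3 comparison lists kept their direction in every processing alternative that gave them a value (the nuclear lamina list did not in a model with a proliferation score, described under the other observations), and lower genes outnumbered higher genes at the 1.5-fold threshold and its alternatives throughout, while several counts and calls moved. Another scaling shifted the median log2 fold change of all genes from 0.0085 under TMM to no more than 0.0168.

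The count of genes at an adjusted p-value under 0.05 was the least stable value. It was 855 in the DESeq2 Wald test (643 lower and 212 higher) and 267 with voom and sample quality weights (263 lower and 4 higher), and each set held all 78 genes of the edgeR fit. In the simulated data 29.0% of the DESeq2 calls were false, against 7.01% with voom and 9.32% with edgeR. Few genes changed there, each by at least 2-fold, so these shares do not give the false share among the calls here. It was 46 without a filter on low counts, 2 with the lane in the model, neither among the 78, and 0 with the leading digit of the line number as a block, where 1768 genes had an unadjusted p-value under 0.05. The labels do not say that lines of the same leading digit are related, and their deviations from the group means had a mean correlation of -0.066. No paired analysis was possible from the labels because the genotypes share no replicate numbers, so this block, which joins 1 line of each genotype, pairs them by assumption. Across the 6 fits that each left out one line, the count ran from 0 to 73, and the fits with 0 genes had between 1439 and 1859 at an unadjusted p-value under 0.05. Of the 73 genes without KO line 72, 47 were among the 78, as were 2 of the 6 without KO line 41 and 0 of the 4 without WT line 78. All 78 genes stayed lower and kept an unadjusted p-value under 0.05 in these 6 fits. Leaving out a line, or adding the lane or a block, leaves less to measure the spread between lines, which by itself can lower the count. How far this accounts for these moves was not tested.

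The counts at 1.5-fold moved less. Across the same 6 fits there were from 518 to 751 lower genes and from 111 to 350 higher genes, and the lower share ran from 64.0% to 83.9%. With the lane in the model 60 genes were higher and the lower share was 88.7%, beside 469 lower genes. At 2-fold there were 308 lower and 73 higher genes (80.8% lower), and at an unadjusted p-value under 0.01 there were 381 and 48 (88.8% lower). The lower share was 69.4% in DESeq2 and 70.5% without a filter. The cause was not tested.

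Hat1 kept its direction throughout, with log2 fold changes from -1.08 to -0.87 across the 6 fits without one line, but it lost the adjusted threshold in all of them. It also lost the threshold with the lane (-1.10) and with the leading digit (-0.98) in the model. Its adjusted p-value ran from 5.18e-09 in DESeq2 to 0.529 with the lane in edgeR.

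The nuclear lamina list passed an unadjusted fry p-value of 0.05 with voom and sample quality weights (mean log2 fold change 0.17), where its p-values over the alternatives ran from 0.0443 to 0.256. Without one line the means ran from 0.10 to 0.22 for this list, from 0.037 to 0.15 for the H3K9 list and from 0.18 to 0.30 for the new histone list. For direction, the H3K9 list passed without KO line 72, and the new histone list without WT line 47 or KO line 72. For changes in either direction, the unadjusted p-values without one line ran from 0.0349 to 0.182 for the nuclear lamina list, from 0.0140 to 0.262 for the H3K9 list and from 0.00827 to 0.0979 for the new histone list. With the lane in the model they were 0.238, 0.369 and 0.144. The nuclear lamina list also missed 0.05 under library-size scaling (0.0512) and with the leading digit as a block (0.0652), where the new histone list had 0.0770. The H3K9 list missed it without a filter (0.0523) and with voom (0.0571). The cause was not tested. The lists have no value in the DESeq2 test, for which fry was not run.

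For the similarity of the lines, the mean correlation within a genotype exceeded that between genotypes by 0.0377 on the 500 genes of largest variance, against 0.00371 on all genes. The 709 lower and 283 higher genes in the authors' deposited table became 629 and 232 over genes that pass the filter on low counts.

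Alternatives chosen after seeing the data were run too. Halving the counts, because low counts were mostly even, gave 86 genes at an adjusted p-value under 0.05, which included all 78. Leaving out the blood and wider myeloid genes gave 0, with 2083 at an unadjusted p-value under 0.05. The 48 remaining genes of the 78 then had adjusted p-values of at least 0.0644. The lists do not hold every gene expressed in myeloid cells, so the 48 were not shown to be free of them. Other results were the named genes and the blood, wider myeloid, proliferation, endothelial, senescence, interferon and histone sets, judged at an unadjusted p-value of 0.05. Of their values 244 kept direction and side of that threshold, 12 became weaker, 1 stronger and 5 reversed. The weaker ones were all of the endothelial list, whose p-value for either direction was 0.979 with a mean of at least 50 counts, a filter that left only 3 of its 6 genes and removed Pecam1 and Cdh5, the most lowered. The stronger one was the proliferation list without WT line 47. The reversed ones were means of the senescence list, from -0.21 to 0.041 without one line, and of the interferon list, from -0.68 to 0.12, with no p-value under 0.05. At the adjusted threshold the named genes were less stable. None of the 78 kept it without WT line 36, 47 or 78 or KO line 33, with the lane or with the leading digit, and the smallest adjusted p-values of any gene were 0.182, 0.193 and 0.0942 without WT line 36, WT line 47 and KO line 33. The remaining check lists were not run under the alternatives. Alternatives written for normalized values (pseudocounts, quantile normalization, centring, other limma settings) were not run because the table held counts.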

Other observations

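Tests on the counts of called genes, on the blood and wider myeloid lists, on sex-linked genes, on carry-over into WT line 47, on even counts, on distal Hox genes and on the direction of calls around Hat1 were chosen only after the result had been seen, and the other tests before their own result.

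With 6 lines there are 10 splits into 3 and 3, so the share of splits with a result as large cannot go under 0.1 and chance cannot be excluded. Only the real split, 1 of 10, gave as many genes at an adjusted p-value under 0.05, as many calls at 1.5-fold, and as one-sided a set of calls. The other splits gave between 0 and 6 genes at an adjusted p-value under 0.05, and 131 to 469 calls. The split that parts lane 6 from lanes 7 and 8 gave 0 and 131. For the nuclear lamina list 2 of the 10 splits gave a mean change as large, for the new histone list 2 of 10, and for the H3K9 list 4 of 10.

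Of the 682 lower genes, 68 were on the blood and wider myeloid lists, and 30 of the 78 genes at an adjusted p-value under 0.05. The lists do not hold every gene expressed in these cells, so the 68 and the 30 may be too low as counts of such genes. No gene of these lists was among the 221 higher genes. The median log2 fold change of the blood list, fixed before the data were examined, was -0.76, below the medians of all 10000 random lists matched on expression, the lowest of which was -0.59. The wider list, drawn up after its genes had been seen among the calls, had a median of -0.73 over 93 genes and cannot serve as an independent test. Only the real split, 1 of 10, gave a mean change of the blood list as large. RNA from myeloid cells, present in the cultures in different amounts, may therefore account for part of the lower calls. Dilution in its simplest form would lower all these genes by a common factor. The log2 fold changes of the wider list had an SD of 0.43, at or above that of 82.7% of random lists, while the blood list had an SD of 0.13, at or above that of 18.7%. A common factor was therefore neither shown nor excluded. Corrected for GC content and transcript length, the mean of the combined lists was -0.73, as before the correction. The 10 most counted genes took a share that differed by -0.21 percentage points between WT and KO, with overlapping ranges, so a few abundant genes do not account for it. Different numbers of myeloid cells and a change of these genes within the cultured cells could not be told apart with these data.

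Expression of Y-linked genes in the KO lines was at most 0.0691% of the mean of WT lines 36 and 47, and Xist was high in all 3 KO lines, which is consistent with female embryos for the KO lines and male embryos for those WT lines. Calls on the sex chromosomes were few, however. There were 34 lower and 4 higher genes on X and 4 lower genes on Y, 4.65% of all calls, so sex-linked genes themselves do not make up the difference. WT line 78 shared the sex-linked pattern of the KO lines, yet its Hat1 level (20.1 CPM) and its blood list mean (0.32) lay with the other WT lines, so sex alone does not order the lines for these. The same holds for the 650 of 682 lower genes without overlap, which were chosen for that difference. It rests on 1 line, and effects of sex on other autosomal genes could not be told apart from genotype.

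In 2 WT lines the sex-linked signals were mixed. WT line 78 had high Xist, at 1.82 times the KO mean, yet its 231 Y-linked counts were 1.36% of the mean of the other WT lines. KO line 41, the other library of lane 7, held 8 Y-linked counts, which speaks against carry-over from that library. WT line 47 had Xist at 8.95% of the KO mean. The Xist-rich libraries of its lane, KO lines 33 and 72, held at most 0.0422% of its Y-linked expression, which tests reads passing out of WT line 47 and not into it. To test that, genes at 2 CPM or more in KO line 72 or 33 and at 2% of that or less in the lines other than WT line 47 were sought. There was 1 such gene for KO line 72, Hoxd13, whose values had already been seen, present in WT line 47 at 5.22%, and 0 for KO line 33, too few to decide. Carry-over into WT line 47 thus remains possible. A small share of cells from an embryo of the other sex is a candidate source, but it was not tested, and libraries sequenced beside these ones were not analysed here.

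A set of 51 replication-dependent histone genes, 46 on chromosome 13 and 5 on chromosome 3, was higher in HAT1 KO for 50 genes, with a mean log2 fold change of 0.86, and the mean was positive under each scaling. They made up 35 of the 221 higher calls. None passed the adjusted threshold, with 36 at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.159. The set did not pass the fry test for a common direction either, with an unadjusted p-value of 0.0592. Over the alternatives that p-value ran from 0.0517 with voom and sample quality weights to 0.219 with the lane in the model. These genes are near-identical copies and share reads, but their summed expression was also higher, between 2318 and 3986 CPM in the KO lines and between 1339 and 2199 CPM in the WT lines, a log2 ratio of 0.81. Exchange of reads within the family would leave the sum as it was. With a proliferation score in the model the mean fell to 0.10. In the same model the new histone list fell from 0.23 to 0.0048 and the nuclear lamina list from 0.16 to -0.03, while the blood list went from -0.82 to -0.96. Genes at an adjusted p-value under 0.05 fell from 78 to 0 (from 2164 to 1155 at an unadjusted p-value under 0.05) and lower calls from 682 to 536, and higher calls went from 221 to 263. Only 52 of the 221 were among the 263, and 183 of the 221 stayed higher, with a mean log2 fold change that went from 1.04 to 0.79. Of the 682 lower calls 396 were shared, and all 682 stayed lower. The higher values of the histone genes and these 2 lists are consistent with more cells in S phase in the KO cultures. The score was computed from the same libraries and differs between the genotypes, so a change in proliferation due to the genotype and one due to culture could not be told apart. Of the 10 splits, 1 gave a mean change of the histone genes as large. These transcripts mostly lack a poly(A) tail, and an effect of the library method on their capture was not tested.

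KO line 72 had 2460 counts of Hoxa13 and 7887 of Hoxd13, against 12 to 82 and 24 to 430 in the other lines. Hoxa11 (1259) and Hoxd11 (817) were also highest there. These genes were singled out after their values had been seen. The other libraries of lane 6 had at most 4.74% of its combined Hoxa13 and Hoxd13 expression, so the high values were not shared by the lane. Those low values were already known when the genes were singled out. The comparison therefore describes the pattern and is not a test of its cause. A larger share of distal limb fibroblasts in that line is a candidate explanation that the labels do not allow to be tested, and line 72 is the one that stood apart in the comparison of the lines.

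Genes at or under 3 counts in all KO lines and at 20 or more in all WT lines were Nlrp5-ps, Serpinb2, Grm7, 3830403N18Rik, Kdm5d, Eif2s3y and Uty, and no gene showed the opposite. Of these Nlrp5-ps and the sex-linked Kdm5d, Eif2s3y and Uty were named by the rule, and Serpinb2, Grm7 and 3830403N18Rik were picked out after their values had been seen. None lies on chromosome 2 with Hat1. Calls within 10 Mb of Hat1 made up 8.08% of 99 genes, against 6.10% elsewhere (Fisher's exact p-value 0.396). By direction, 3.03% were lower calls, against 4.62% elsewhere (0.631), and 5.05% were higher calls, against 1.47% (0.0165, adjusted to 0.0329 over the 2 directions). Of 14080 overlapping windows of the same width around other autosomal genes, 1.64% had a share of higher calls as large. An effect of linked DNA on these genes therefore cannot be excluded. The 5 higher calls were Dlx1, Dlx2, Hoxd11, Hoxd12 and B3galt1, none with an adjusted p-value under 0.195, and all but B3galt1 were highest in KO line 72, the line with high distal Hox genes.

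Log2 fold changes of adjacent autosomal genes had a correlation of 0.157 over 14261 pairs, above all 1000 shuffled orders within chromosomes, which ran from -0.0213 to 0.0316. X and Y genes were left out after a first look, because the Y-linked genes lie side by side. Without myeloid genes and neighbours of the same family it was 0.0904 over 13242 pairs, still above that range. Neighbouring genes therefore tended to change alike, and shared reads of overlapping genes were not tested as a cause.

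Among counts of 2 to 10, 80.9% were even, against 56.3% when the counts were smoothed over their neighbours. Both mates of a read pair may have been counted separately, in which case the number of sequenced fragments is lower than the total counts given above.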
